A study of Homo sapiens with 11 samples.

How the data were processed

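Poly-A RNA-seq was available from the human embryonic stem cell line H7 as 11 samples in 9 groups. Wild-type (WT) cells were sampled undifferentiated (ES), at the anterior primitive streak stage (APS, the intermediate from which endoderm arises) and at the definitive endoderm stage (DE). FOXA2-edited cells were sampled at APS and DE. The edits were homozygous: removal of the whole FOXA2 coding region (KO, clones 1 and 21), removal of the C-terminal domain, residues 297 to 463 (dC, clone 11), and removal of that domain together with the N-terminal domain, residues 1 to 155 (dCdN, clone 10). Per the labels, the differentiation followed a protocol of 2 days with a commercial kit or a published method, and which one a sample received is not stated. Other clones named in the series' design text were not analysed here.

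The authors deposited 18 tables of raw read counts per gene. The special entries at the end of each table are those written by htseq-count, which the deposited files' names also state; the aligner, the genome build, the annotation release and the use of strand are not stated. Each KO clone has 1 table per stage. Every other sample has 2 tables, and the labels do not say whether these come from separate differentiations, separate RNA preparations or repeat sequencing of 1 library. Each table was used as 1 library, giving 2 libraries in each of the 9 groups. A chi-square test over genes compared the 2 libraries of each group. They differed by more than sampling noise in all 9 groups, with chi-square per degree of freedom from 3.38 to 38.0. Repeat preparations or runs of 1 sample could also differ by that much, so the test does not show that the tables are biological replicates. If they are not, the tests that use them understate the spread. For dC and dCdN, genotype and clone cannot be told apart because each genotype is 1 clone.

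Reads assigned to genes totalled 18151447 to 30483741 per library. Reads outside genes made up 2.18 to 3.45% and reads over more than 1 gene 8.04 to 8.50% of the gene, no-feature and ambiguous reads together; both classes were left out of library sizes and tests. A count of 0 allows up to 3 counts, which is 0.0939 to 0.168 CPM (counts scaled to library size) in these libraries. These floors cover counting error only.

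The tables list 60609 gene identifiers, of which 58457 (96.4%) matched GENCODE 29 (GRCh38) once the version suffix was removed. That annotation supplied the coordinates, gene lengths and GC content given here. It is not known to be the annotation the authors used. Because use of strand is not stated, counts of genes that overlap another gene, antisense genes included, and of members of families with near-identical copies are uncertain.

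Differential expression was computed with edgeR 4.0.16 in R 4.3.3. The filterByExpr function kept 17667 genes, TMM scaled the libraries, and 1 quasi-likelihood model with a mean per group was fitted to all 18 libraries, so that every comparison shares 1 estimate of the spread (common biological coefficient of variation 0.123). Tests used glmQLFTest with Benjamini-Hochberg adjustment over all 17667 genes within each comparison. A gene was called when its adjusted p was under 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. The 18 comparisons were APS against ES and DE against APS in WT, each genotype against WT at each stage, the genotypes against each other at each stage, the interaction of each genotype with stage, and DE against APS in KO. CPM values use TMM-scaled library sizes and are given as mean ± SD over the 2 libraries of a group.

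A second fit summed the 2 tables of each sample. In that fit only the KO clones are replicates, and its spread rests on them. Because the status of the paired tables is open, its counts are printed beside the main ones.

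The following choices were made before the data were examined: the groups, the tests and their design, the alternatives, the rule for naming genes, and the marker lists. The rule named, for each stage comparison in WT and each genotype against WT, the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among called genes with at least 10 CPM in the higher group, no overlap between the libraries of the compared groups and the same direction in the summed fit. For the other comparisons it named 1 gene each way. FOXA1, FOXA2, FOXA3 and the list genes were also named. The lists were pluripotency (10 genes), primitive streak (10), definitive endoderm (13), mesoderm (10) and neural (10). MEOX1 of the mesoderm list and SOX1, ZIC1, HES5 and NEUROG2 of the neural list were too low to be tested. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over 40 tests, with fry and with camera at an estimated correlation as alternatives.

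The alternatives were DESeq2 size factors and library totals as scaling, no filter on low counts, a mean count of at least 50, a fit of only the groups compared, summed tables, the DESeq2 1.42.0 Wald test, a log2 fold change of at least 1 in size, offsets for GC content and gene length, a replicate block, and leaving out each library in turn. The GC and length trend was planned as a loess on log2 fold changes. It was run instead as a loess with span 0.3 on each library's deviation from the gene means, entered as an offset. GC content and length were known for 99.2% of the tested genes. The offsets were planned for the genotype comparisons and were added for the interactions and the comparisons between edited lines after their results had been seen. Leaving out 1 library leaves a group with 1 library, so these fits gave values and no tests.

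Clone numbers 1 and 21 mark the same cell lines in the KO samples of both stages, so these samples are paired by clone. Over 12331 genes, deviations from the group mean correlated between stages by clone (r = 0.242 across genes, which are not independent replicates). The file numbers of the other samples are not in the labels and were not taken as pairs.

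Comparisons of several genotypes with the same WT libraries share the noise of those libraries. Values for unchanged groups were obtained from 20 simulations in which WT and edited libraries were both drawn with the WT means. The spread of each gene was the estimate over all groups. The scripts were tested on simulated counts for KO against WT in DE (17423 genes tested), in which 200 genes had been changed by known amounts. The test called 179 genes, 7 of them not changed; it recovered 86% of the changed genes and 100% of those with a log2 change of 2, and the slope of estimated on true changes was 0.991. Of 100 random lists of unchanged genes, 2 had a camera p under 0.05. The simulated genes were drawn independently, so this does not test the preset correlation on lists of genes that vary together. With a simulated GC trend added, calls of genes that had not been changed fell from 499 to 17 once the offsets were used. Python 3.11.15 and matplotlib 3.10.9 read the tables and drew the figures.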

Results

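RNA-seq was used to measure gene expression in H7 human embryonic stem cells and in lines derived from them in which both copies of FOXA2, a forkhead transcription factor of the endoderm, were removed or shortened. The data comprised 18 libraries in 9 groups of 2: WT at the ES, APS and DE stages, and KO, dC and dCdN at the APS and DE stages. The KO groups held 1 library from each of clones 1 and 21, and the 2 libraries of every other group were tables of 1 sample. Gene counts per library ran from 18151447 in a WT APS library to 30483741 in a dCdN APS library, and between 22163 and 25096 genes had at least 1 read.

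FOXA2 (ENSG00000125798.14; chromosome 20, 22581005 to 22585455, minus strand, GRCh38 in GENCODE 29) was examined first. WT ES libraries held 6 and 4 FOXA2 reads (0.220 and 0.164 CPM). WT APS libraries had 58.5 and 59.5 CPM and WT DE libraries 228 and 208 CPM. In APS, the libraries of KO clones 1 and 21 had 10 and 14 reads (0.425 and 0.575 CPM), 0.848% of the WT mean. In DE, the same clones had 509 and 528 reads (23.8 and 29.6 CPM), 12.3% of the WT mean, although the labels describe these cells as null. The dC libraries had 21.0 and 20.1 CPM in APS and 202 and 187 CPM in DE, 34.8% and 89.3% of WT. The dCdN libraries had 2.97 and 5.78 CPM in APS and 63.3 and 36.3 CPM in DE, 7.41% and 22.9% of WT. The edits remove part of the counted sequence, so these levels are not per-transcript amounts.

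By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, FOXA2 was lower in KO than in WT in APS (log2 fold change −6.86 ± 0.34 SE, adjusted p = 3.04e-10) and in DE (−3.03 ± 0.23, adjusted p = 1.99e-08). In dCdN the change was −3.77 ± 0.25 in APS (edgeR adjusted p = 2.95e-08) and −2.13 ± 0.22 in DE (edgeR adjusted p = 8.06e-07). Of the alternatives, leaving out 1 dCdN library moved this level most: it ran from −4.31 to −3.35 in APS and from −2.59 to −1.78 in DE. In dC, FOXA2 was lower in APS (−1.52 ± 0.22, edgeR adjusted p = 2.12e-04) and did not differ detectably from WT in DE (−0.16 ± 0.21, edgeR adjusted p = 0.651).

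The related genes FOXA1 (ENSG00000129514.6, chromosome 14) and FOXA3 (ENSG00000170608.3, chromosome 19) behaved differently from each other. FOXA1 overlaps TTC6 on the other strand, so its low counts are uncertain. FOXA1 had 0 reads in both WT ES libraries, 0.245 ± 0.0551 CPM (SD, n = 2) in WT APS and 8.06 ± 0.473 in WT DE. In DE it was 0.379 ± 0.0597 CPM in KO and 0.281 ± 0.266 CPM in dCdN, log2 fold changes of −4.38 ± 0.46 and −4.86 ± 0.48 against WT (edgeR adjusted p = 1.62e-06 and 7.64e-07). In dC DE it was 4.81 ± 0.573 CPM, a change of −0.74 ± 0.34 that was not called (edgeR adjusted p = 0.153). FOXA3 was between 33.7 and 104.5 CPM in every library and was called in none of the 6 comparisons of an edited genotype with WT.

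**Figure D1:**
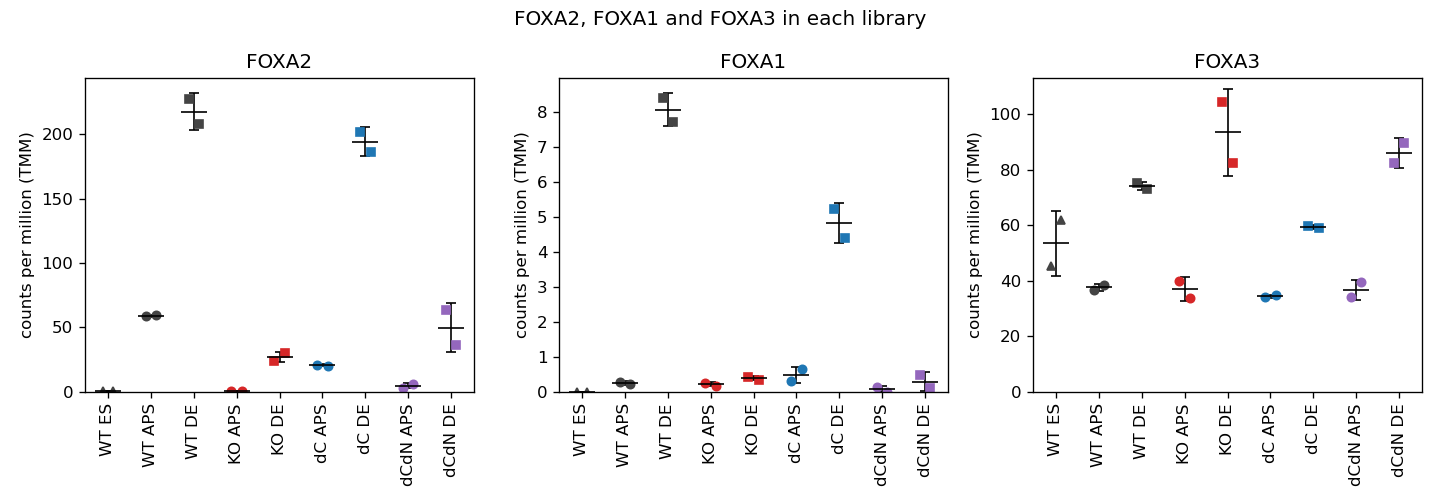
FOXA2, FOXA1 and FOXA3 in CPM (linear axes from 0) in each of the 18 libraries; symbols are libraries, horizontal bars group means and whiskers the SD of 2 libraries. FOXA2 reached 217.8 CPM on average in WT DE, 26.7 in KO DE, 194.4 in dC DE and 49.8 in dCdN DE.

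The libraries separated first by stage. Principal component 1 of log2 CPM (52.9% of the variance) parted DE from the other stages, and component 2 (23.8%) parted ES from APS and DE. At both stages the edited libraries lay together, away from WT: on component 2 the WT APS libraries were at 18.3 and 19.2 and the edited APS libraries between 42.1 and 50.5. The spread within groups was uneven. The biological coefficient of variation between the 2 libraries of a group was 0.0456 in dC APS, 0.0511 in WT DE, 0.0582 in WT APS, 0.115 in dCdN DE, 0.118 in dC DE, 0.148 in dCdN APS and 0.213 in WT ES. Between KO clones it was 0.119 in APS and 0.139 in DE, so some pairs of tables from 1 sample differed as much as the separate clones did.

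**Figure D2:**
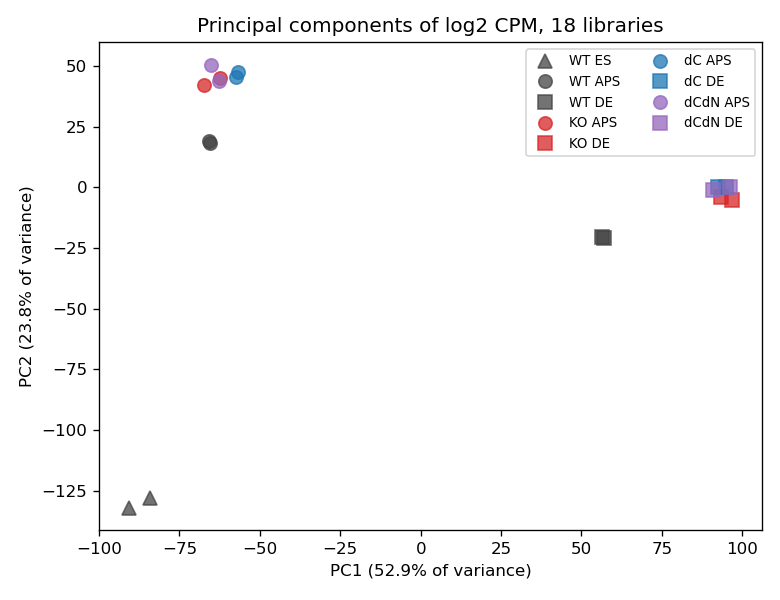
Principal components 1 and 2 (52.9% and 23.8% of the variance) of log2 CPM over 17667 genes; each symbol is 1 of the 18 libraries, coloured by genotype and shaped by stage. Edited and WT libraries of a stage lie apart, and the 3 edited genotypes of a stage lie close together.

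The WT series asked how expression changes along the differentiation. From ES to APS, 7730 of 17667 genes were called, 3737 higher and 3993 lower. From APS to DE, 8074 were called, 4001 higher and 4073 lower. The condition that moved these counts most was a log2 fold change of at least 1 in size, which left 4179 and 3990 genes. With the tables of each sample summed, 4987 and 5213 genes were called (2691 higher and 2522 lower from APS to DE). Scaling by library totals alone changed the second split to 3180 higher and 5148 lower, because it shifted the median log2 fold change of all genes to −0.17 from −0.02 under TMM. DE against APS in KO gave 8740 called genes, 4305 higher and 4435 lower (8577 with summed tables). Library totals moved its median to −0.12 and its split to 3733 higher and 5131 lower.

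The genes named by rule showed the size of these changes. From ES to APS, SP5 (ENSG00000204335.4, chromosome 2) rose from 0.268 ± 0.0887 to 1128 ± 115 CPM (SD, n = 2), and CDX1 (ENSG00000113722.17, chromosome 5) from 0.0367 ± 0.0519 to 179 ± 7.23 CPM. GATA6-AS1, antisense to GATA6, had 0 reads in both ES libraries and 23.5 ± 1.41 CPM in APS, at least 191-fold higher. The log2 fold changes of FEZF1-AS1, SORBS2 and APELA were −7.74 ± 0.55, −7.62 ± 0.50 and −7.04 ± 0.45. FEZF1-AS1 overlaps FEZF1 on the other strand, so its count is uncertain, as are those of GATA6-AS1 and of SORBS2, which overlaps genes on both strands. From APS to DE, PDZK1 rose by 8.55 ± 0.50, VWF by 7.48 ± 0.17 and ADAMTS18, which overlaps genes on both strands, by 7.20 ± 0.36 on the log2 scale. VWF reached 530.8 ± 6.44 CPM. CDX2 (ENSG00000165556.10, chromosome 13) had 18.3 ± 0.412 CPM in APS and 0 reads in both DE libraries, at least 121-fold lower. EVX1 changed by −9.42 ± 0.31 and AC004080.1 by −9.36 ± 0.60.

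The marker lists moved with the stages. All list p-values are from limma's camera, adjusted over 40 tests, and the alternative that moved most calls was fry, which called 12 others. Of the 17 lists called by camera, all 17 held under fry and 9 under an estimated correlation between genes. From ES to APS the primitive streak list rose (median log2 fold change 8.73, camera adjusted p = 9.16e-16, 10 of 10 genes higher and called), as did the definitive endoderm list (5.56, camera adjusted p = 4.52e-05) and the mesoderm list (6.03, camera adjusted p = 6.58e-07). These 3 held under the estimated correlation. The pluripotency list fell (−1.44, camera adjusted p = 2.67e-03) and did not hold there. Counting genes adjusted over the list alone gave the same numbers as over all genes tested: 10 streak, 11 endoderm (9 of them higher), 8 mesoderm and 8 pluripotency genes. From APS to DE the endoderm list rose (1.97, camera adjusted p = 4.81e-07; 12 of 13 genes called over all genes, 11 of them higher, and 13 adjusted over the list alone) and the mesoderm list fell (−4.30, camera adjusted p = 2.46e-06; 8 of 9 by either count); both held. The pluripotency (camera adjusted p = 0.0572), streak (0.311) and neural (0.773) lists were not called from APS to DE, nor was the neural list from ES to APS (0.773). CXCR4, a surface marker of endoderm, went from 2.01 ± 0.144 to 259 ± 6.08 CPM between WT APS and WT DE.

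The comparison of each edited genotype with WT at APS asked what loss or shortening of FOXA2 changes at the first stage. In KO 1844 genes were called (924 higher, 920 lower), in dC 1906 (949, 957) and in dCdN 1859 (877, 982). These counts depended strongly on what was treated as a replicate. With the tables of each sample summed they were 351, 114 and 175, of which 350, 114 and 175 were among the genes of the first fit; the KO genes were then 152 higher and 199 lower. Library totals as scaling turned the splits to 581 higher and 1173 lower in KO, 664 and 1196 in dC and 675 and 1186 in dCdN.

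Among the genes named by rule in APS, HAPLN1 was higher in all 3 genotypes (log2 fold change 2.55 ± 0.34 in KO, 2.66 ± 0.34 in dC and 2.88 ± 0.34 in dCdN). LIX1 (2.35 ± 0.28 and 2.47 ± 0.28) and PCDH19 (2.17 ± 0.19 and 2.55 ± 0.19) were named in KO and dCdN, and TACR3 (3.10 ± 0.29) and MSGN1 (2.74 ± 0.28) in dC. A gene named in 1 genotype was not always specific to it. TACR3 was at 1.16 CPM in WT APS, 9.75 in KO, 10.2 in dC and 6.98 in dCdN. MSGN1 differed more, at 3.85 CPM in WT APS, 8.81 in KO, 26.1 in dC and 16.5 in dCdN. PCDHB5 (ENSG00000113209.9, chromosome 5, a member of a protocadherin family) had 33.3 ± 2.93 CPM in WT APS and 0.271 ± 0.0822 in KO, 0.192 ± 0.0934 in dC and 0.118 ± 0.00996 CPM in dCdN. It was at most 0.393 CPM in every edited library, overlaps genes on the other strand, and all 3 edited genotypes share this change, so it does not separate the edits. VGF changed by −3.71 ± 0.35 in KO and AC064802.1 by −4.73 ± 0.30 in dC. VGF was at 48.5 CPM in WT APS, 3.70 in KO, 5.63 in dC and 5.48 in dCdN. AC064802.1 was at 39.7 CPM in WT APS, 4.92 in KO, 1.49 in dC and 3.51 in dCdN. LRRC61 was lower in dC (−5.67 ± 1.47) and dCdN (−6.25 ± 1.51), was not called there in the summed fit (adjusted p = 0.361 and 0.316, edgeR), and overlaps ZBED6CL on the same strand and ACTR3C on the other. It was also near 0 in KO clone 1 (0.0850 CPM) but at 13.0 CPM in KO clone 21.

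In APS the mesoderm list was higher in KO (median 1.36, camera adjusted p = 1.62e-05), dC (1.13, 1.15e-04) and dCdN (1.10, 4.52e-05), with 7, 7 and 6 of 9 genes called over all genes and 7, 8 and 8 adjusted over the list alone. Of the 7 in dC, KDR was lower (not called in the summed fit). The neural list was lower in KO (−0.85, camera adjusted p = 0.0399), dC (−1.09, 0.0182) and dCdN (−1.05, 5.35e-03), with 1, 1 and 2 of 6 genes called over all genes and 1, 3 and 3 adjusted over the list alone. The pluripotency list was lower in dC (−0.54, camera adjusted p = 6.10e-03) and the endoderm list in dCdN (−0.39, 0.0188). Of these 8 list calls only the neural list in dCdN held under the estimated correlation (0.0474), and the neural list in KO was also lost under library totals (0.0633). The other lists were not called, with camera adjusted p from 0.0732 to 0.381. Among endoderm genes, SOX17 fell from 236 ± 37.9 CPM in WT to 60.3 ± 28.6 in KO, 113 ± 7.10 in dC and 46.4 ± 2.56 in dCdN, and CER1 rose by 1.11 ± 0.16, 0.98 ± 0.15 and 1.17 ± 0.16 on the log2 scale. Both genes were called in all 3 genotypes (edgeR adjusted p at most 3.48e-03); in the summed fit SOX17 was not called in dC (0.247).

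In DE the genotypes differed from WT in more genes than in APS: 3428 in KO (1579 higher, 1849 lower), 2535 in dC (953, 1582) and 3418 in dCdN (1496, 1922). With summed tables the counts were 1729, 506 and 1173. COL1A2 (ENSG00000164692.17, chromosome 7) was higher in all 3, with 68.2 ± 3.40 CPM in WT, 776 ± 258 in KO, 385.7 ± 16.96 in dC and 1057 ± 484 in dCdN. EPAS1 (3.81 ± 0.34) and CALB2 (3.26 ± 0.40) were the other genes named as higher in KO, ITGA4 (1.99 ± 0.19) and FHOD3 (1.95 ± 0.23) in dC, and AC009404.1 (3.36 ± 0.24) and KLHL6 (3.20 ± 0.37) in dCdN. Here too, naming does not mean that the change was confined to 1 genotype. ITGA4 was at 8.73 CPM in WT DE, 37.9 in KO, 34.7 in dC and 55.9 in dCdN. FHOD3 rose most in dC (4.75, 8.20, 18.4 and 8.58 CPM in the same order). EPAS1 was at 1.88 CPM in WT, 25.9 in KO, 2.35 in dC and 10.3 in dCdN. ADAMTS18, which had 37.4 ± 0.871 CPM in WT DE, was at 0.248 ± 0.284 in KO, 7.26 ± 0.525 in dC and 0.171 ± 0.0205 CPM in dCdN. AC064802.1 changed by −6.94 ± 0.52 in KO and TCHH by −8.52 ± 0.57 in dCdN. PCDHB5 (−6.39 ± 0.27 in KO and −7.19 ± 0.29 in dC) and LRRC61 (−8.51 ± 1.86 in dC and −9.38 ± 2.03 in dCdN, neither called in the summed fit) were named again.

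The pluripotency list was lower in DE in all 3 genotypes. Its median log2 fold change was −1.26 in KO (camera adjusted p = 4.52e-05), −1.85 in dC (2.46e-06) and −1.70 in dCdN (2.46e-06), with 7, 7 and 8 of 10 genes lower over all genes and 7, 8 and 9 called adjusted over the list alone. These 3 calls held under fry and under the estimated correlation. POU5F1 went from 29.5 ± 3.35 CPM in WT DE to 10.0 ± 0.156 in KO, 8.54 ± 0.603 in dC and 8.35 ± 1.01 in dCdN; it overlaps TCF19 and PSORS1C3 and its count is uncertain. The streak list was near the threshold in KO (camera adjusted p = 0.0504) and past it under DESeq2 size factors (0.0475). The remaining lists were not called, with camera adjusted p from 0.0732 to 0.995. Single endoderm genes moved apart: in KO, the log2 fold change was −2.82 ± 0.18 for CXCR4, −2.42 ± 0.22 for HHEX and −3.32 ± 0.26 for LGR5, and 1.48 ± 0.21 for SOX17 (edgeR adjusted p at most 5.14e-05 for these 4). The dCdN values were −3.04 ± 0.19, −2.05 ± 0.21, −3.53 ± 0.26 and 0.89 ± 0.21. In dC, CXCR4 (−0.77 ± 0.17) and LGR5 (−1.56 ± 0.22) fell less, HHEX was not called (0.49 ± 0.20, edgeR adjusted p = 0.110) and SOX17 rose by 1.02 ± 0.21. The SOX17 rise was not called in the summed fit in dC (edgeR adjusted p = 0.170) or dCdN (0.184).

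**Figure D3:**
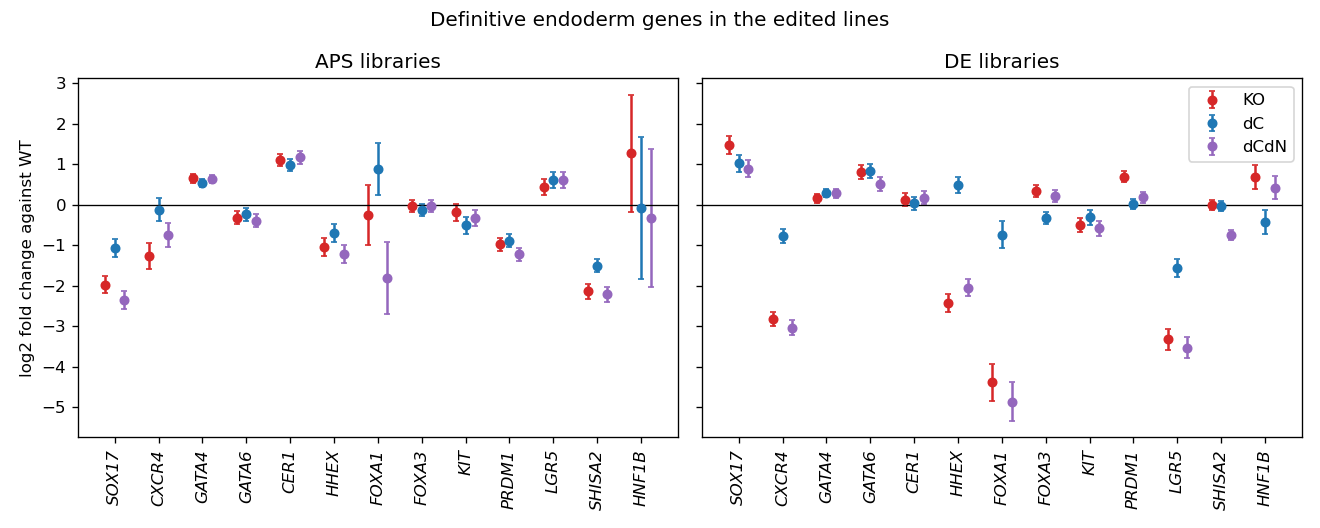
Log2 fold change against WT of the 13 genes of the definitive endoderm list in APS (left) and DE (right); points are estimates from the model of 18 libraries and whiskers their SE. In DE, CXCR4, HHEX, FOXA1 and LGR5 lie far below 0 in KO and dCdN and nearer to 0 in dC, and SOX17 lies above 0 in all 3 genotypes.

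The design also asks whether genes that rise from APS to DE in WT depend on FOXA2. Of 2066 genes called with a log2 fold change of at least 1, 51.7% were lower than WT in KO DE, 53.0% in dC DE and 54.0% in dCdN DE. Because the genes were chosen for high values in the same WT DE libraries, unchanged groups would also lie below WT: 20 simulations of unchanged groups gave 57.8% on average and 61.1% at most. The simulated WT libraries were drawn with each gene's spread over all groups (common biological coefficient of variation 0.123). That between the real libraries was smaller, 0.0511 in WT DE and 0.0582 in WT APS. The simulations may therefore overstate the effect of selection. They do not show whether the observed shares are lower or higher than selection alone gives. By the median log2 fold change, dCdN (−0.07) lay just below the lowest of the simulated medians (−0.06), and KO and dC (both −0.03) did not. Genes called lower outnumbered those called higher, 411 to 313 in KO, 254 to 201 in dC and 433 to 286 in dCdN. The alternative that moved the shares most was taking the list from 1 WT DE library and the contrast from the other, which gave 46.6% in KO. Leaving out 1 dCdN library moved its share from 51.2% to 58.3%.

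The changes against WT were shared among the genotypes. Across 17667 genes, which are not independent replicates, the log2 fold changes in APS correlated at r = 0.745 between KO and dC, 0.760 between KO and dCdN and 0.809 between dC and dCdN. In DE the values were 0.678, 0.786 and 0.751. All genotypes were compared with the same WT libraries. Unchanged groups simulated with a shared WT group gave r of 0.536 on average (at most 0.560) in APS and 0.458 (at most 0.496) in DE, with 0 genes called in both groups. In APS the alternative that moved r most was a separate WT library for each genotype. The lowest r was then 0.588, between KO and dC, where the simulated maximum was 0.0251. In DE, separate WT libraries lowered r to 0.611 (KO and dC), 0.732 (KO and dCdN) and 0.648 (dC and dCdN) at the lowest. A mean count of at least 50 moved r more in DE for KO and dC (0.760) and for KO and dCdN (0.882), and less for dC and dCdN (0.818). Both WT libraries of a stage are tables of 1 sample, so a deviation of that sample stays in all these values. In APS 1215 genes were called in both KO and dC, all in the same direction. In DE 1610 genes were called in both, 1597 in the same direction. Called in all 3 genotypes in 1 direction were 1015 genes in APS and 1382 in DE.

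**Figure D4:**
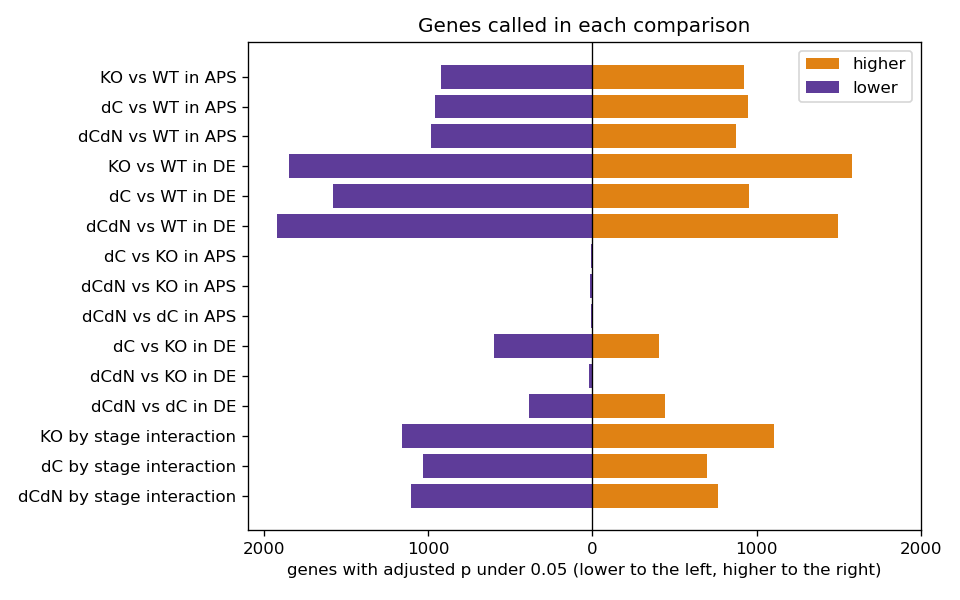
Number of genes with an edgeR adjusted p under 0.05 in each comparison between genotypes and in each interaction with stage; bars to the right count genes higher in the first-named genotype, or with a positive interaction, and bars to the left lower ones, on a linear axis. In DE the comparison of dCdN with KO gave 24 genes, against 1007 for dC with KO and 826 for dCdN with dC.

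Direct comparisons between the edited genotypes asked whether lines with a shortened FOXA2 differ from lines without it. In APS 13 genes were called between dC and KO (6 higher and 7 lower in dC), 13 between dCdN and KO (1 and 12) and 6 between dCdN and dC (0 and 6; 925 had an unadjusted p under 0.05). FOXA2 itself was among them each time: 5.34 ± 0.35 for dC against KO, −2.25 ± 0.25 for dCdN against dC, and the 1 gene higher in dCdN than in KO. In DE 1007 genes were called between dC and KO (409 higher, 598 lower), 826 between dCdN and dC (440, 386) and 24 between dCdN and KO (3, 21). The 3 genes higher in dCdN than in KO were PEG3, ZAP70 and ZNF454, of which ZAP70 and ZNF454 were chosen after their values were seen. Summed tables moved the DE counts most, to 55 for dCdN against dC (14 higher, 41 lower), 204 for dC against KO (109, 95), which turned the larger side in both, and to 2 for dCdN against KO, the last of which rose to 232 without a filter on low counts. Each shortened protein was represented by 1 clone. The lines also differed in FOXA2 level. In DE, FOXA2 was lower in dCdN than in dC (−1.97 ± 0.22, edgeR adjusted p = 1.39e-05). Its level in dCdN was not called against KO (0.90 ± 0.22, edgeR adjusted p = 0.137). These counts miss the deleted sequence, and no protein was measured. A shorter protein and a lower amount of it therefore cannot be told apart in dCdN.

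Of the 1007 genes called between dC and KO in DE, 653 were also called between KO and WT. In 629 of these (96.3%) dC was shifted from KO towards WT, and in 437 it lay between them, but both comparisons use the same KO libraries, which favours this direction. In a comparison added after these values were seen, genes with a log2 difference of at least 1 between 1 KO clone and 1 WT library were taken (974 to 1262 genes), and the shift was measured from the other KO clone. Of these genes, 75.4% to 78.4% were shifted towards WT in dC and 50.2% to 54.5% in dCdN, over 4 choices of libraries. The shares differed by direction. Among genes higher in KO they were 80.4% to 87.0% in dC and 60.5% to 67.7% in dCdN. Among genes lower in KO they were 71.1% to 73.5% in dC and 43.2% to 47.1% in dCdN. By the naming rule, which requires at least 10 CPM in the higher group, HHEX was the gene most raised in dC against KO (2.91 ± 0.22, edgeR adjusted p = 3.95e-07) and most lowered in dCdN against dC (−2.54 ± 0.22, edgeR adjusted p = 1.62e-06), with 103 ± 0.180 CPM in dC DE, 73.2 ± 6.57 in WT, 13.7 ± 0.740 in KO and 17.7 ± 0.154 in dCdN. EPAS1 was higher in dCdN than in dC (2.13 ± 0.33). FOXA1, below that limit, changed more: 3.64 ± 0.47 for dC against KO and −4.12 ± 0.49 for dCdN against dC (edgeR adjusted p = 9.83e-05 and 4.70e-05). Of the genes named here, only HHEX and FOXA1 were also called in the summed fit (edgeR adjusted p for EPAS1 0.212, PEG3 0.885 and PCDHA10 0.0726). PEG3 was higher (1.02 ± 0.19) and PCDHA10 lower (−2.37 ± 0.20) in dCdN than in KO; PCDHA10 overlaps other protocadherin genes on its strand, and its count is uncertain. AKAP10 was lower in dC than in KO in APS (−0.998 ± 0.180, edgeR adjusted p = 0.0353). KO clone 21 decided 2 of the named values, both for genes antisense to another gene. NECTIN3-AS1, lower in dC than in KO in DE (−9.22 ± 2.38), had 36.0 CPM in clone 21 and 0.281 CPM in clone 1. AC012645.1, lower in dCdN than in KO in APS (−5.62 ± 1.04), had 22.2 and 1.66 CPM in these clones.

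The interaction of genotype and stage tested whether an edit had a different effect in DE than in APS. It was called for 2267 genes in KO (1106 positive, 1161 negative), 1728 in dC (697, 1031) and 1868 in dCdN (763, 1105). Summed tables moved these counts most, to 753 (379 positive, 374 negative), 41 and 246. Library totals gave 1177 positive and 959 negative in KO, 721 and 758 in dC and 864 and 966 in dCdN, so the larger side in KO depends on scaling. The genes named by rule were EPAS1 (5.64 ± 0.54 in KO and 4.95 ± 0.56 in dCdN), ADAMTS18 (−6.74 ± 0.96 and −6.87 ± 0.97), and, in dC, PLEKHA7 (2.73 ± 0.19) and AL117378.1 (−5.87 ± 0.75). FOXA2 had a positive interaction in KO (3.83 ± 0.43, edgeR adjusted p = 9.73e-06), dC (1.36 ± 0.30, edgeR adjusted p = 8.92e-03) and dCdN (1.64 ± 0.32, edgeR adjusted p = 2.60e-03): its deficit against WT was smaller in DE than in APS in each genotype. In the summed fit this was called in KO and dCdN and not in dC (edgeR adjusted p = 0.0884).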

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

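The tests of GC content and gene length, of position on the WT course and of single clones were chosen only after the results were seen; those of library depth and of a few abundant genes were written before.

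The effects of the edits differed between the stages, by a test of the interaction in 1 model. It called 2267 genes in KO, 1728 in dC and 1868 in dCdN (753, 41 and 246 with summed tables). In KO, 1218 of the 2267 genes were called against WT in DE only, 422 in APS only, 318 at both stages (219 of them in opposite directions) and 309 at neither. Among list genes, SOX17 was lower than WT in APS and higher in DE in all 3 genotypes, with interactions of 3.45 ± 0.31 in KO, 2.09 ± 0.30 in dC and 3.24 ± 0.31 in dCdN (edgeR adjusted p = 8.21e-07, 3.62e-04 and 1.48e-06). Other list genes called in opposite directions were PRDM1 (−0.97 in APS and 0.70 in DE; interaction 1.67 ± 0.21), FGF8 (0.61 and −0.51; −1.12 ± 0.22) and TBXT (0.51 and −0.81; −1.32 ± 0.23) in KO, TBXT in dC (0.51 and −1.10; −1.61 ± 0.24) and LGR5 in dCdN (0.62 and −3.53; −4.16 ± 0.33). In the summed fit the interactions of SOX17 and TBXT in dC were not called (edgeR adjusted p = 0.134 and 0.0680), nor were FGF8 and TBXT in KO APS, TBXT in dC APS, FGF8 in KO DE, LGR5 in dCdN APS, and SOX17 in dC at either stage and in dCdN DE.

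The tables argue against 3 technical explanations of this difference. With offsets for GC content and gene length, 2092 of the 2267 KO genes stayed called. With all libraries thinned to the lowest total, 2202 genes were called, and without the 100 most abundant genes 2288. An altered position on the WT course stays open. With the gene lists from 1 WT library of each stage and the shifts from the other, genes that rise from APS to DE in WT lay above those that fall at both stages in KO and dC (smallest difference 0.101 over 8 comparisons), as they would in a line steadily ahead. In KO APS, however, the rising genes were not raised (medians −0.011 and −0.005), and the difference came from the falling genes (−0.130 and −0.154). In dC APS the rising genes were raised (0.103 and 0.097). In dCdN the smallest of 4 differences was −0.00771. In DE, a lead along the course and effects of the edits on these genes cannot be told apart, because the WT series ends at DE. APS lies inside the series, and there the mesoderm list went against a lead. It fell from APS to DE in WT (median −4.30) but was higher than WT in APS in KO (1.36), dC (1.13) and dCdN (1.10). That list also rose from ES to APS, and no stage between APS and DE was sampled. A lead in APS is therefore not excluded. A stage-dependent effect of FOXA2 loss also stays open. Differences between separate culture runs of the 2 stages were not tested, because the labels name no runs.

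The edited genotypes also differed from each other, by tests of the difference itself. In APS 13 genes were called between dC and KO, 13 between dCdN and KO and 6 between dCdN and dC (3, 4 and 1 with summed tables). In DE the counts were 1007, 24 and 826 (204, 2 and 55 with summed tables). For dC against KO in DE, 996 of the genes stayed called with GC and length offsets, and 969 genes were called after thinning to the lowest total, which argues against either as the cause. Single clones stay open. A fit over both stages called 89 genes between KO clones 21 and 1 (56 higher and 33 lower in clone 21), 16 of which were among the 1007, so clones of 1 genotype do differ. The SD over genes of the log2 CPM difference was 0.368 between the 2 KO clones in DE, 0.3999 to 0.534 in the 4 pairs of a KO and a dC library and 0.311 to 0.444 in those of a KO and a dCdN library. A difference between the shortened and the absent protein and a difference between clone 11 and the KO clones cannot be told apart, because dC is 1 clone and only KO has 2. The shift of dC towards WT does not decide between them. For dCdN against dC in DE, a different level of FOXA2 also stays open, because its count was lower in dCdN and no protein was measured.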

How the results depend on the processing

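All alternatives below were planned except the GC and length offsets for interactions and for comparisons between edited lines; those tests were chosen after the results were seen. For counts of called genes, a result counts as unchanged within 1.5 times the count of the report. Of 405 alternatives for the values that answer a comparison, 301 left the value unchanged, 47 weakened it, 27 strengthened it and 30 moved it. Counts of genes that keep their direction with 1 library left out are not among these.

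A log2 fold change of at least 1 left 4179 (WT APS against ES), 3990 (WT DE against APS), 619, 706 and 746 (KO, dC and dCdN against WT in APS), 1629, 1086 and 1661 (in DE), 412 (dC against KO in DE), 336 (dCdN against dC in DE; 141 higher and 195 lower), 1393, 946 and 1131 (interactions) and 4794 genes (KO DE against KO APS); it counts fewer genes by construction. Summing the tables of each sample gave, in the same order, 4987, 5213, 351, 114, 175, 1729, 506 and 1173, then in APS 3 (FOXA2, ZFP28 and CCDC152 for dC against KO), 4 (these and ECHDC3 for dCdN against KO) and 1 (FOXA2 for dCdN against dC), in DE 204, 2 (ECHDC3 and ZFP28 for dCdN against KO) and 55, and 753, 41 and 246 for the interactions. These genes were chosen after their values were seen. That fit has fewer libraries, and its spread comes from the KO clones.

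Fitting only the groups compared gave 3319 genes for KO and 5810 for dC in APS, 8 for dC against KO and 8 for dCdN against KO in APS, 4 for dCdN against KO in DE (ECHDC3, ZFP28, PCDHGC3 and PCDHA10, chosen after their values were seen), and 3593 and 4089 for the KO and dC interactions. The spread was then taken from those groups alone. Between edited lines, omitting the filter gave 89, 76 and 19 genes in APS (dC against KO, dCdN against KO, dCdN against dC) and 232 for dCdN against KO in DE. A mean count of at least 50, which tests fewer genes, gave 5 for dCdN against KO in APS (FOXA2, SYNGR3, ECHDC3, PCDHGC3 and PCDHA10), 3 for dCdN against dC in APS (FOXA2, ECHDC3 and PCDHGC3), all chosen after their values were seen, and 10 for dCdN against KO in DE. DESeq2 gave 28 and 21 for dC and dCdN against KO in APS and 95 for dCdN against KO in DE. Library totals gave 8 for dCdN against KO in APS. The GC and length offsets raised dC against KO in DE to 1770, dCdN against KO to 59 and dCdN against dC to 1472. Where no reason is given, the cause was not tested.

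Camera with an estimated correlation gave adjusted p of 0.0912 for pluripotency (WT APS against ES), 0.0623, 0.0765 and 0.0666 for mesoderm in KO, dC and dCdN APS, 0.0924 and 0.0666 for neural in KO and dC APS, 0.113 for pluripotency in dC APS and 0.0666 for endoderm in dCdN APS. Library totals gave 0.0633 for neural in KO APS, and DESeq2 size factors 0.0475 for streak in KO DE. Fry called neural in WT APS against ES (3.36e-03), pluripotency (6.51e-04) and streak (2.89e-05) in WT DE against APS, endoderm in KO (5.34e-04) and dC APS (0.0167), pluripotency in dCdN APS (0.0353), streak (1.57e-03) and endoderm (6.02e-03) in KO DE, and streak (1.59e-03), endoderm (1.63e-04), mesoderm (0.0279) and neural (0.0167) in dCdN DE. The cause was not tested.

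The share of induced genes lower than WT in KO was 54.8% for a log2 fold change of at least 2, and 47.3% and 46.6% with the list and the contrast from different WT libraries, which gave 48.8% and 48.3% in dC and 51.2% and 51.2% in dCdN; this removes the selection on shared WT tables, though both come from 1 sample. A mean count of at least 50 raised the correlations between genotypes to 0.839 (KO and dC), 0.855 (KO and dCdN) and 0.864 (dC and dCdN) in APS and to 0.760, 0.882 and 0.818 in DE. Separate WT libraries, which remove the noise of single tables but not a deviation of the 1 WT sample they come from, gave 0.592 and 0.588, 0.601 and 0.607, and 0.623 and 0.632 in APS, and 0.611 and 0.616, 0.732, and 0.671 and 0.648 in DE.

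Leaving out 1 library kept the direction of 7729 to 7730 called genes from ES to APS, 3426 to 3428 in KO DE, 8738 to 8740 for DE against APS in KO, and all called genes elsewhere. FOXA2 in dCdN ran from −4.31 to −3.35 in APS and from −2.59 to −1.78 in DE, and the induced share in dCdN from 51.2% to 58.3%. For named genes, 4780 of 5077 test alternatives changed nothing, 147 weakened a call (112 of them from summed tables), 149 strengthened one (57 from fitting only the groups compared) and 1 reversed: GSC in the dCdN interaction, not called in the report's fit (0.06), was called at −0.49 with GC and length offsets. The cause was not tested. Of 3072 values with 1 library left out, 355 moved.

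With clone number as a replicate block, the pairing the labels give, DE against APS in KO called 8701 genes against 8740. Only the KO samples are paired in this way, and the block was fitted for that comparison alone. The KO interaction also contrasts these samples between stages, but it was not fitted with the block. Its count of 2267 genes therefore comes from a model without the pairing. With file number as a replicate block the counts were 7634 and 7967 for the WT stages, 1795 and 1739 for dC and dCdN in APS, 2452 and 3379 in DE, 776 for dCdN against dC in DE (in APS the count was unchanged by the same measure), and 1619 and 1801 for the dC and dCdN interactions. File numbers did not pair the libraries (r from −0.420 to 0.509 over 21 pairs of groups). Leaving out chromosome arms gave no value: the annotation has no arms, and no chromosome departed by 0.2 in a comparison of an edited genotype with WT. Groups of 2 libraries allowed no exchange of labels and no outlier test.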

Other observations

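The tests of FOXA2 reads in KO, of noise, WT sample and line differences, of genes off in KO clones and of undifferentiated cells were chosen only after the results were seen; those of chromosome segments and of neighbouring genes were written before.

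FOXA2 reads remained in KO DE at 12.3% of the WT mean, although the whole coding region was deleted. WT cells mixed into the cultures would bring all their transcripts at that share or above. Of 8358 genes with at least 10 CPM in WT DE, 12 were below 0.5 of the lower FOXA2 share (10.9%) in both KO DE libraries, which argues against such cells: CDH1, RGCC, PCDHB5, OLFML3, SPDEF, LCP1, ADAMTS18, TCHH, CST1, AC064802.1, LINC02387 and ESRG. This test was run at a limit of 50 CPM before, where 1 of 4060 genes, CST1, was below, and the limit was lowered after that value was seen. Reads from FOXA1 or FOXA3 would keep a fixed ratio to those genes. The ratio of FOXA2 to their sum was 0.227 and 0.358 in KO DE, at least 13.4 times the highest value in WT ES and KO APS. Transcription of sequence outside the deleted coding region, which could leave the 12.3%, cannot be told apart from reads in the coding region because the files give 1 count per gene.

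The 3 edited genotypes shared changes against WT. With a separate WT library for each genotype the lowest correlation was 0.588, where simulated unchanged groups reached at most 0.0251, which argues against noise of the single WT libraries. The 2 WT libraries of a stage are tables of 1 sample, and a deviation of that sample would stay in every comparison with WT. For the 719 genes called in all 3 genotypes in 1 direction in APS and not in all 3 in DE, and the 1086 in DE and not in all 3 in APS, such a deviation and effects of the edits cannot be told apart, because each stage has 1 WT sample. In 1129 windows of 50 neighbouring expressed genes, the largest median reached at both stages in 1 direction was 0.277 in size. It lay on chromosome 6, 14117256 to 27256624 (−0.28 in APS and −0.35 in DE in KO, −0.23 and −0.34 in dCdN). This is below the limit of 0.4 set beforehand, which argues against a gained or lost segment that fills most of a window and is carried by all cells. Segments of fewer genes were not tested by these windows, and such a segment beside PCDHB5 stays open, as described below. Of 296 genes called in all 3 genotypes at both stages, 264 had the same direction at both, 81 higher and 183 lower, and the others had opposite directions. Effects of FOXA2 loss and a line or batch difference common to the edited clones cannot be told apart for these genes, because no edited clone with intact FOXA2 was analysed here.

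Some genes with at least 5 CPM in WT at both stages were below 0.5 CPM at both stages in an edited genotype; this rule was set after the values were seen. They were 7: PCDHB5, MAGEA4 and C9orf64 in all 3 genotypes, LRRC61, ZBED6CL and THUMPD3 in dC and dCdN, and ECHDC3 in dCdN. C9orf64 had 0 reads in all edited libraries, at least 60.4-fold below WT in KO APS and at least 44.7-fold in KO DE. LRRC61 and ZBED6CL overlap and may share reads. For 0 of the genes did the 5 expressed neighbours on each side both have medians below −0.5, which argues against loss of a segment reaching past them. On the left side alone they did for PCDHB5 (−0.99 in KO, −1.10 in dC and −1.04 in dCdN) and for ZBED6CL in dCdN (−0.52), 4 cases counted per genotype. Loss of the gene alone or of a segment ending at it cannot be told apart from silencing for any of the 7 genes, because the files hold no DNA data. Of the 7 genes, 4 had at least 2 CPM at both stages in a KO clone (LRRC61 and ZBED6CL in clone 21, THUMPD3 in clone 1, ECHDC3 in both), which argues against absence of FOXA2 as their cause. The other 3, PCDHB5, MAGEA4 and C9orf64, were off in both KO clones. In the WT ES libraries, with 0.220 and 0.164 CPM of FOXA2, PCDHB5 was at 9.29 and 10.1 CPM, C9orf64 at 1.43 and 2.17 and MAGEA4 at 0.110 and 0.0819, so PCDHB5 and C9orf64 were expressed there nearly without FOXA2. Whether they need it at the later stages is not settled by that. For the 3 genes absence of FOXA2, silencing inherited by the edited clones and loss of the gene cannot be told apart, because no DNA data and no other set of lines were analysed here.

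Pluripotency genes were lower in edited DE than in WT DE. Fewer undifferentiated cells in edited DE would lower all genes carried by such cells. To account for the POU5F1 difference, such cells would have to make up at least 12.3% of the WT DE culture, at the WT ES level of each gene. Of 93 genes high in WT ES, 35 were below that share of their ES level in WT DE, which argues against such cells as the whole cause. This test replaced an earlier form after its values were seen, in which 67.7% of the 93 genes in KO, 76.3% in dC and 69.9% in dCdN were lower than WT (medians −0.46, −0.54 and −0.45), so a smaller contribution of such cells is not excluded. No other explanation was tested.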
